A study of Mus musculus with 3 samples. Its data were reported in "Enhancer RNAs stimulate Pol II pause release by harnessing multivalent interactions to NELF" (2022).

How the data were processed

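Exo-seq, which enriches capped RNA 5′ ends by exonuclease digestion of uncapped RNA, was measured in mouse primary cortical neurons. There was 1 control library (untreated) and there were 2 KCl libraries, from neurons depolarized for 30 min. The study describes the KCl libraries as biological replicates. It silenced neurons overnight with tetrodotoxin before KCl, and does not state whether the untreated control received it. Its section on RNA depletion gives a longer KCl treatment than the Exo-seq section.

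The authors trimmed single-end reads with Cutadapt, removed rRNA and tRNA reads with SortMeRNA and Bowtie, aligned the rest to mm10 with STAR without multimapping reads, counted 5′ ends per strand with bedtools, and called transcription start sites (TSSs) with TSSCall at its standard parameters on each library alone. Each deposited file is a BED list with 1 line per called TSS. The score column of the deposited files was 0 in every line, so it carries no read number, and the position column is the only measurement, in nucleotides on mm10. Every number in the report is therefore a count of called positions. The depth in reads is unknown, and a gene with more reads at the same positions would have the same count.

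Positions were compared with GENCODE M21 (GRCm38, the assembly that UCSC names mm10), which lists 55450 genes, 21951 of them protein-coding, and 141767 transcripts. RefSeq genes of GRCm38.p6 served for 1 count of extragenic TSSs, and carry no strand in the copy used. Each call was put in 1 class in this order: annotated promoter (within 200 nt of an annotated TSS on the same strand), sense exon, sense intron, upstream antisense (up to 1 kb upstream of an opposite-strand TSS), antisense in a gene, near a gene (within 2 kb), and extragenic. The background for the classes was a seeded draw of 673378 random positions on the same chromosomes. Calls of 2 libraries were counted as shared within 10 nt on the same strand, with lists moved by 1, 2, 5 and 10 kb and the opposite strand as backgrounds.

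Calls per gene were counted on the gene's strand from 500 nt upstream of the gene to its end. Calls per promoter were counted within 500 nt of any annotated TSS of the gene. Counts were scaled to 100000 calls per library, a pseudocount of 0.5 was added, and log2 values of genes with at least 5 calls summed over the 3 libraries were fitted with limma 3.58.1 (R 4.3.3, empirical Bayes with trend), KCl against control, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. The fit has 1 residual degree of freedom and pools the spread over genes. It assumes that the lone control library varies as the KCl libraries do. Ratios of genes are given relative to the median of all genes tested. The p values of limma test the scaled log2 ratio against 0 and not against that median. Where a gene had 1 to 3 control calls, the ratio of calls per 100000, both KCl libraries pooled, is given with an exact binomial interval. Where it had 0, a lower bound was computed against a floor of 3 control calls.

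There were 14 gene lists written down before the data were examined: immediate early genes, delayed response genes, pausing and pause release factors, neuron core genes, glutamatergic cortical neuron markers, GABAergic neuron markers, astrocyte markers, oligodendrocyte lineage markers, microglia markers, vascular and fibroblast markers, progenitor and cycling markers, housekeeping genes, heat shock and unfolded protein genes, and nuclear and neuronal long non-coding RNAs. A symbol pattern gave ribosomal protein genes, mitochondrial genes and replication-dependent histone genes, for 17 lists in all. The ribosomal pattern also takes in Rps6k kinase genes. For each list the members above or below the control in both KCl replicates were counted, and its median was ranked among 10000 seeded random lists matched on mean value in 50 bins. The 17 lists were also tested with camera from limma at a preset correlation of 0.01 and at an estimated one.

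The region list of the study gave 1226 intergenic enhancer transcription units, defined by nascent RNA sequencing (GRO-seq), another assay. A unit counted as called when it held a same-strand call within its limits widened by 200 nt. Units moved by 10, 20, 50 and 100 kb in both directions were the background. Units over 1.5-fold in GRO-seq at any time were taken as activity-induced, with units over 1.5-fold at 30 min and units over 2-fold at any time as alternatives. They were compared with the other units by two-sided Fisher's exact test and by a two-sided permutation test with 100000 resamples. The study also lists 39 eRNA starts, chosen on the KCl libraries. Distances from these starts are to the nearest call on the same strand.

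The genes named were chosen by a rule fixed before the data were examined. It takes the 10 immediate early genes with the highest mean value and the 10 with the largest absolute log2 ratio, the 3 members with the largest absolute log2 ratio from every other list, and the 10 highest and 10 lowest genes past the threshold on 1 side of the control in both KCl replicates. Where fewer than 10 passed, it takes the 10 with the largest of the smaller replicate difference, said to be named by size. For enhancers it takes the eRNA starts at Arc, Nr4a1, Junb, Fos, Fosb and Gadd45b and the 10 units with the largest ratio by the same size rule. Other genes named were chosen after their values were seen, and the text says so.

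The initiator (a pyrimidine before and a purine at the called position) was read from GENCODE transcript sequences, because no genome sequence was used. It covers exons of the longest transcript of each protein-coding gene only, against the dinucleotide 20 nt downstream. Base composition along enhancers was left out for the same reason. Shares carry 95% Wilson intervals, which cover counting error only.

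The fit was tested on simulated data, with Poisson calls at the observed rates and totals and 50 genes at each of 4 folds. Over the 20671 genes of the gene level comparison, 0 of 50 genes changed 2-fold and 0 of 50 genes changed 4-fold passed the threshold, although 48 and 50 of them had the right direction. Over the 13920 genes with at least 20 summed calls, 39 of 50 genes raised 2-fold and 25 of 50 lowered to 0.5 passed, beside 80 of 13720 unchanged genes. At 4-fold and 0.25, 50 and 37 of 50 passed. With 80 unchanged genes passing beside 39, 50, 25 and 37 changed ones, the unchanged share was far above 0.05. The simulated calls were not kept apart by a minimum spacing, as the real ones nearly all were. Of 2000 unmoved lists of 36 genes, 122 lay outside the central 95% of matched lists, and 45 of 50 lists moved by 0.2 (log2) lay above it. Over the 16459 promoters, 0 of 50 changed at each of the 4 folds passed in limma, with 8 to 36 of 50 at an unadjusted p under 0.05. In 200 draws with units assigned at random, Fisher's test gave a p under 0.05 in 9.

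Alternatives covered scaling (upper-quartile, quantile and none), the minimum of calls (1 and 20), the pseudocount (0.1 and 2), protein-coding genes only, exons only, genes without a same-strand overlap, the windows, margins and offsets, thinning of the lists to the shortest, and leaving out each KCl replicate. Thinning dropped calls at random. The reads per call are unknown, so thinning need not imitate a library of lower depth. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 was used for the rest.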

Results

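Called TSSs of mouse cortical neurons were counted in 1 control library and in 2 libraries from neurons depolarized with KCl for 30 min. The control list held 673378 calls, KCl replicate 1 held 1193353 (1.77 times as many) and KCl replicate 2 held 1208594 (1.79 times as many). Calls had a median spacing of 757 nt on the same strand in the control, 534 nt in KCl replicate 1 and 512 nt in KCl replicate 2. The score was 0 throughout, so the depth in reads is unknown, and the control had no replicate. All coordinates are on mm10.

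Immediate early genes, which neuronal activity switches on first, were compared between KCl and control to ask which of them gained called TSSs. A call within a gene need not mark a start of transcription. Fosb (chromosome 7, 19302696 to 19310051), which encodes an AP-1 subunit, had 1 call in the control and 24 and 23 in the KCl replicates, a ratio per 100000 calls of 13.2 (95% interval 2.25 to 531). Maff, a small basic leucine zipper factor gene, had 4 calls in the control and 32 and 30 in KCl, 1.65 above the all-gene median log2 ratio (SE 0.10, n = 2 against 1). Dusp5, a nuclear ERK phosphatase gene, had 5, 32 and 31 calls (1.49 above the median, SE 0.09). The orphan nuclear receptor genes Nr4a3 (42, 120 and 116 calls) and Nr4a1 (22, 57 and 59 calls) lay 0.77 and 0.66 above it. Homer1, which encodes a postsynaptic scaffold with a short activity-induced form, had 111, 257 and 252 calls and lay 0.51 above it. With calls on exons only Homer1 (-0.16) and Nr4a3 (-0.50) turned to below the median. Ptgs2, the prostaglandin synthase gene, had 0 control calls and 7 and 9 KCl calls, at least 1.495-fold higher per 100000 calls.

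Of the 36 immediate early genes, 33 had more calls in both KCl replicates than in the control and 0 had fewer in both, with 444 calls in all in the control and 987 and 957 in KCl. Scaled to library totals, 17 were higher in both replicates and 15 lower, and with upper-quartile scaling 24 were higher and 9 lower. Calls on a strand were nearly all kept apart by a minimum spacing, which caps the number that fit in a short gene. The lower scaled values cannot be told apart from this cap. The scaled list median was 0.0126, and it lay 0.17 above the all-gene median, which was -0.16. It ranked at percentile 99.4 of matched random lists and 97.0 of lists not matched. In a promoter window of 100 nt (11 genes measured) it ranked at 49.7 of matched lists. The distance from the all-gene median was 0.17 as well with Ptgs2 at its bound. In limma, 9 of the 36 passed when adjusted over the list alone (Fosb, Maff, Dusp5, Ptgs2, Nr4a3, Klf4, Egr2, Egr4 and Nr4a1, all higher) and 0 passed over all genes. Camera gave the list an adjusted p of 0.0110 at the preset correlation and an adjusted p of 0.698 at the estimated one. Among genes with at least 20 summed calls, where the fit had power in the simulated data, limma called 10 of 29 immediate early genes higher and 3 lower. These 10 were Fosb (adjusted p 9.45e-05), Maff, Dusp5, Nr4a3, Egr2, Klf4, Nr4a1, Atf3, Junb and Homer1 (adjusted p 0.0207), of which Junb is named after its values were seen.

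The remaining genes that the rule names were Egr2, Klf4, Atf3, Egr4, Fosl2, Per1, Csrnp1, Sik1, Nr4a2 and Klf2. Egr2, a zinc finger factor gene, had 3 control calls and 16 and 14 KCl calls, a ratio of 2.80 (0.872 to 14.4). Klf4, a Krüppel-like factor gene, had 3, 14 and 14 calls, a ratio of 2.62 (0.808 to 13.4). Atf3, a stress-responsive factor gene, had 3, 15 and 10 calls, a ratio of 2.34 (0.713 to 12.1). The intervals of Egr2, Klf4 and Atf3 include no change, although limma called these genes higher above. Egr4, a further zinc finger factor gene, had 1, 7 and 6 calls, a ratio of 3.65 (0.547 to 155). Fosl2, an AP-1 subunit gene, had 31 control calls and 62 in each KCl replicate, 0.31 above the all-gene median. The clock gene Per1 (23, 39 and 41 calls) and the transcription factor gene Csrnp1 (13, 22 and 22 calls) lay 0.12 and 0.10 above it. The kinase gene Sik1 (23, 33 and 30 calls) and the nuclear receptor gene Nr4a2 (20, 31 and 29 calls) lay at -0.17 and -0.06 relative to it. For Nr4a2 the sign turned with quantile normalization (0.07) and with unscaled calls (0.07). Klf2, a Krüppel-like factor gene, had 4, 5 and 1 calls, on both sides of the control by calls, and lay at -0.42, below the control in both replicates after scaling.

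**Figure D1:**
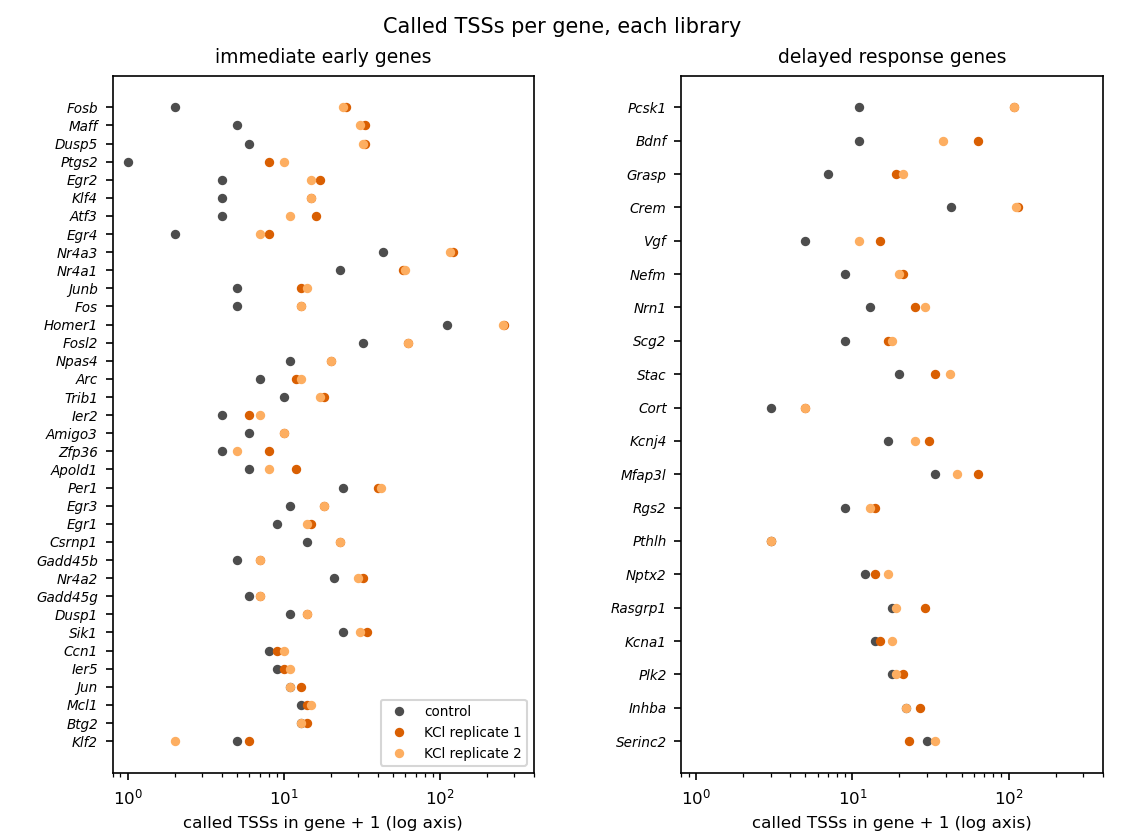
Called TSSs per gene plus 1 (log axis) for the 36 immediate early genes and 20 delayed response genes, with 1 point per library. Fosb goes from 1 call in the control to 24 and 23 in the KCl replicates, and Pcsk1 from 10 to 107 and 108.

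Delayed response genes, which follow the first transcription factors, were compared in the same way. Pcsk1 (chromosome 13, 75089826 to 75134861), which encodes a convertase of peptide hormones, had 10 calls in the control and 107 and 108 in KCl, 2.41 above the all-gene median (SE 0.07). Bdnf, the neurotrophin gene, had 10 control calls and 63 and 37 KCl calls (1.35 above, SE 0.39). Serinc2, a membrane protein gene, had 29, 22 and 33 calls, with the replicates on both sides of the control by calls, and was called lower in limma with at least 20 summed calls (adjusted p 0.00625). Of the 20 delayed genes 17 had more calls in both KCl replicates and 0 fewer in both. Their median lay 0.15 above the all-gene median, at percentile 99.1 of matched lists, but at 90.7 of lists not matched, and at 66.9 of matched lists with exons only (0.0272) and 95.8 with promoter values (0.25). The scaled median itself was -0.0038 and the mean 0.114, so the 2 differ in sign, and camera put the list up with an adjusted p of 0.121 at the preset correlation and an adjusted p of 0.698 at the estimated one. In limma 1 gene, Pcsk1, passed when adjusted over the list alone and 0 over all genes, and with at least 20 summed calls Pcsk1 (adjusted p 9.95e-07), Bdnf (adjusted p 0.00292), Crem and Grasp were called higher and 4 members lower. Crem and Grasp are named after their values were seen.

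The gene level comparison covered 20671 genes. Limma called 0 higher and 0 lower after adjustment (lowest adjusted p 0.123), with 1979 higher and 5188 lower at an unadjusted p under 0.05. With upper-quartile scaling those unadjusted counts were 3427 and 2139, and with quantile normalization 2044 and 3078. The median log2 ratio of all genes was -0.16 with scaling by total calls, 0.07 with upper-quartile scaling, -0.03 with quantile normalization and 0.41 with unscaled calls. By calls alone, 16627 genes had more in both KCl replicates and 364 fewer in both. Limma tests the scaled ratio against 0. With at least 20 summed calls the median log2 ratio was -0.21, so a gene may be called lower through scaling alone. In simulated data with that minimum, far more than 0.05 of the genes that passed were unchanged. Among the 13920 genes with at least 20 summed calls limma called 1270 higher and 3992 lower.

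The largest gains after Pcsk1 and Fosb were named by size and not by a test. Cystm1, which encodes a small membrane protein, had 18, 128 and 122 calls (1.94 above the all-gene median, SE 0.08), and Myo1e, a class I myosin gene, had 26, 172 and 144 (1.80 above, SE 0.16). Nek10, a kinase gene, had 6, 43 and 47 calls (1.77 above, SE 0.10). Mlf1, a nuclear adaptor gene, had 3, 36 and 30 calls, a ratio of 6.17 (2.02 to 30.7), and Slc2a2, a glucose transporter gene, had 1, 16 and 18, a ratio of 9.53 (1.60 to 387). Gm4869 (0, 15 and 16 calls), the AMP deaminase gene Ampd1 (0, 13 and 17) and 1700029H14Rik (0, 13 and 15) had no control call. Their ratios were 2.90, 2.80 and 2.62 against the floor of 3 control calls, counting error left out. All 10 passed with at least 20 summed calls, with adjusted p from limma between 9.95e-07 for Pcsk1 and 0.000286 for Slc2a2.

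The genes with the largest losses by size had fewer calls in both KCl replicates. Fzd6, a Wnt receptor gene, had 9 control calls and 3 and 4 KCl calls (-1.06 relative to the all-gene median, SE 0.11). Pla2g7, which encodes a lipoprotein-associated phospholipase, had 42, 35 and 28 (-0.96), and Podxl, a sialomucin gene, had 43, 35 and 38 (-0.80). The ubiquitin ligase gene Neurl1b had 53, 43 and 47 calls (-0.82), and the transporter gene Slc16a9 had 21, 14 and 17 (-0.86). The zinc finger genes Zfp518b (36, 29 and 31) and Zfp873 (26, 21 and 21) lay at -0.81 and -0.80. The predicted loci Gm10778 (15, 7 and 10), Gm45784 (12, 7 and 8) and Gm10863 (21, 5 and 17) lay at -1.03, -0.87 and -1.29. With calls on exons only Zfp873 (0.0614), Slc16a9 (0.34), Gm10778 (0.10) and Gm10863 (0.39) turned to above the median.

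Promoters were tested to limit the comparison to calls near annotated starts. Limma tests the scaled ratio against 0, so equal calls in all 3 libraries come out lower in the longer KCl lists. The numbers called are therefore not shown to be promoters changed by KCl. Limma called 311 of 16459 promoters higher and 3044 lower, and all 311 had more calls in both KCl replicates. Of the 3044, 2529 had the same number of calls in all 3 libraries and 454 had fewer in both KCl replicates. The split was 2559 higher and 3844 lower with upper-quartile scaling, 801 and 1272 with quantile normalization, and 3600 and 442 with unscaled calls. The highest were Nfkbid, an inhibitor of NF-kappa-B signalling (1 control call, 9 in each KCl replicate, ratio 5.05, 0.797 to 210), the kinase gene Prkd2 (3, 13 and 13, ratio 2.43, 0.745 to 12.5) and Egr2 (1, 6 and 6, ratio 3.36, 0.498 to 144). The adenylate kinase gene Ak7, 1700008O03Rik and Gm5082 had 0 control calls and 5 in each KCl replicate, and Gm14066 and Gm5141 had 0 and 4. Their bounds against the floor of 3 control calls were 0.934 and 0.748, below 1, so no fold gain is shown for them. Slc11a1 and Arhgap25 had 0 control calls and 3 in each KCl replicate, at the floor. Each of these 10 promoters had equal calls in both KCl replicates, whose difference gives the only residual of the fit. A small p can then come from tied small counts, and a change with KCl is not shown. All 10 had an adjusted p of 0.0336 in limma, while in simulated promoters the same fit passed 0 of 50 changed at each of the 4 folds. The lowest were the centrosomal gene Lrrcc1 (7, 4 and 4 calls, -0.63 relative to the median of all promoters, but 0.0845 in a window of 100 nt), Nle1 (11, 8 and 8, -0.62), a ribosome assembly gene, and the corepressor gene Ncor2 (19, 16 and 17, -0.57). Kctd15, Actr1b, Npr2, Eri3, Zdhhc16, Rabl6 and C2cd3 followed at -0.56 to -0.52, with adjusted p up to 0.0465.

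The other fixed lists were compared to see which classes of genes moved with KCl. Ell2, which encodes an elongation factor of the super elongation complex, had 20, 61 and 57 calls, 0.80 above the all-gene median (SE 0.09). Nelfcd, a subunit of the negative elongation factor NELF, had 18, 19 and 18 calls (-0.48), and Supt5, a subunit of DSIF, had 40, 41 and 50 (-0.44). Of the 18 pausing and pause release factors 3 were higher in both replicates and 14 lower, or 8 and 9 with upper-quartile scaling, and the list median lay at -0.12 and percentile 26.0. Among replication-dependent histone genes, Hist1h2be (11, 39 and 40 calls, 0.98 above, SE 0.08) and Hist1h2bc (6, 22 and 18 calls, 0.79 above) gained calls, while Hist2h2be had 8, 9 and 7 (-0.38). The 58 histone genes had a median at -0.02 and percentile 1.30.

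Neuron core genes (18 of 18) and astrocyte genes (10 of 10) had more calls in both KCl replicates, while this held for 4 of 8 glutamatergic and 2 of 7 oligodendrocyte lineage genes. The tau gene Mapt had 183, 216 and 218 calls (-0.42), the microtubule gene Dcx 132, 161 and 168 (-0.35) and the AMPA receptor gene Gria2 221, 275 and 298 (-0.30), with a median of -0.10 and percentile 1.15 for the 18 neuron core genes. With unscaled calls that median was 0.10 above the all-gene median, at percentile 0.6. The glutamatergic transcription factor genes Bcl11b (151, 147 and 181), Tbr1 (20, 20 and 23) and Neurod2 (13, 14 and 13) lay at -0.55, -0.45 and -0.43, and the list at percentile 0.120. The GABAergic genes Slc32a1 (14, 13 and 13), Dlx1 (14, 15 and 15) and Gad1 (74, 97 and 98) lay at -0.55, -0.40 and -0.26, and the list at percentile 19.4. The astrocyte genes Aldh1l1 (65, 79 and 70), Gfap (16, 17 and 17) and Sox9 (14, 15 and 16) lay at -0.44, -0.43 and -0.37, and the list at percentile 0.370. In limma 8 of 10 astrocyte genes passed when adjusted over the list alone, all lower, and 0 passed over all genes. That test sets the scaled ratio against 0, and all 10 astrocyte genes had more calls in both KCl replicates, so a loss is not shown. The oligodendrocyte lineage genes Pdgfra (61, 59 and 71), Sox10 (15, 17 and 13) and Cspg4 (40, 53 and 36) lay at -0.54, -0.49 and -0.48, and the list at percentile 3.69. The progenitor genes Eomes (10, 6 and 12), Sox2 (8, 8 and 6) and Nes (23, 27 and 26) lay at -0.54, -0.49 and -0.38, and the list at percentile 9.92.

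Microglial and vascular genes were sparsely called. The microglial genes Aif1 (0, 8 and 2 calls), Csf1r (1, 5 and 2) and Cx3cr1 (38, 55 and 60) had a list median 0.28 above the all-gene median, or 0.12 with Aif1 at its bound, at percentile 81.8. The collagen genes Col3a1 (15 in control, 2 and 34 in KCl) and Col1a2 (13, 3 and 35) differed more between the KCl replicates than from the control. The endothelial gene Pecam1 had 8, 16 and 27 calls, and the vascular list lay at percentile 57.6. Its scaled median was -0.24 and its mean -0.30, while camera put the list up with a p of 0.612 and, at the estimated correlation, a p of 0.855.

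Long non-coding, housekeeping, stress, ribosomal and mitochondrial genes were the last of the fixed lists. The lncRNA genes Malat1 (23, 22 and 21 calls), Miat (38, 44 and 41) and Meg3 (70, 80 and 84) lay at -0.62, -0.45 and -0.42 relative to the all-gene median, and their list at percentile 1.15. By calls 9 of the 10 lncRNA genes had more in both KCl replicates and 1 fewer, with 374, 518 and 524 in all. In limma, after scaling, 9 of 10 lncRNA genes passed when adjusted over the list alone, Rmst (named after its value was seen) higher and the other 8 lower, and 0 passed over all genes. The actin gene Actb (12, 12 and 11), the glycolytic gene Pgk1 (24, 25 and 28) and the adaptor gene Ywhaz (60, 70 and 70) lay at -0.49, -0.43 and -0.42, and the housekeeping list at percentile 8.64. The chaperone gene Hsph1 (38, 43 and 48), Ddit3 (13, 16 and 14) and Xbp1 (12, 15 and 14), which encode stress response factors, lay at -0.36, -0.32 and -0.26, and their list at percentile 23.2. The ribosomal protein genes Rpl35 (11, 11 and 8), Rps24 (18, 16 and 18) and Rpl30 (9, 9 and 7) lay at -0.57, -0.57 and -0.50, and the 89 genes at percentile 0.0200. Camera gave ribosomal protein genes an adjusted p of 0.000460 and mitochondrial genes an adjusted p of 0.0110 at the preset correlation, and each an adjusted p of 0.698 at the estimated one. The mitochondrial genes mt-Nd2 (5, 4 and 4), mt-Cytb (5, 5 and 5) and mt-Nd5 (6, 6 and 7) lay at -0.42, -0.28 and -0.26, and the list at percentile 0.420.

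Several of these low ranks were lost under other settings. With calls on exons only, the glutamatergic list lay at percentile 17.4, astrocyte genes at 40.6, lncRNA genes at 78.8, mitochondrial genes at 6.42 and histone genes at 25.2 of matched lists. With genes overlapping a same-strand gene left out, neuron core genes lay at 7.52 and ribosomal protein genes at 9.64. With promoter values, neuron core genes lay at 40.2, glutamatergic genes at 8.05, astrocyte genes at 75.3, lncRNA genes at 37.3, ribosomal protein genes at 4.06, mitochondrial genes at 7.95 and histone genes at 45.1. Among lists not matched on level, neuron core genes lay at 11.9, mitochondrial genes at 14.9 and histone genes at 36.9. Mitochondrial genes also lay at 7.60 with quantile normalization and 13.4 with a pseudocount of 0.1, and histone genes at 4.74 with upper-quartile scaling and 14.5 with unscaled calls.

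**Figure D2:**
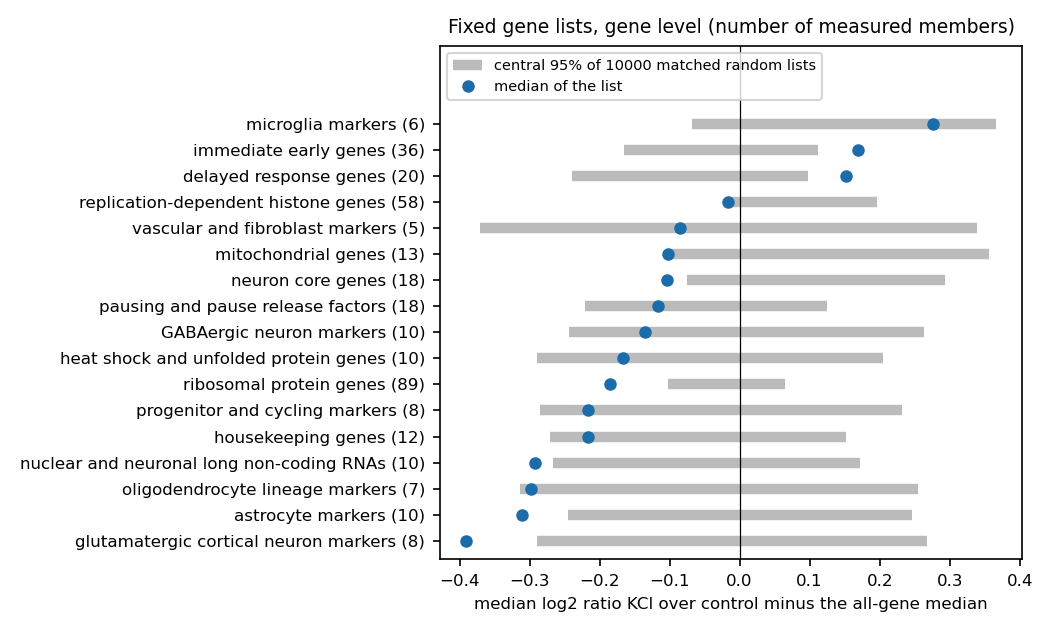
Median log2 ratio of KCl over control of each fixed list minus the all-gene median (points), with the central 95% of medians of 10000 matched random lists (bars) and the number of measured genes. Immediate early genes (0.17, but not in a promoter window of 100 nt) and delayed response genes (0.15, but not with exons only or promoter values) lie above their bars, and glutamatergic (-0.39), astrocyte (-0.31), lncRNA (-0.29), ribosomal protein (-0.18), neuron core (-0.10, but 0.105 with unscaled calls), mitochondrial (-0.10) and histone genes (-0.02) below theirs, though none of these does with promoter values.

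Enhancer transcription units were examined to ask where calls fall in them and which units gained a called TSS with KCl. The unit on chromosome 7 (61574676 to 61615376, minus strand), activity-induced in GRO-seq and nearest to Ndn (731193 nt away), had 12 calls in the control and 71 and 47 in KCl. Units on chromosome 1 (171032816 to 171037693), 3055 nt from Fcgr4, and on chromosome 14 (18494089 to 18504261), 69314 nt from Ube2e2, had 0 control calls, with 7 and 7 and with 6 and 10 KCl calls. The unit 29302 nt from Bhlhb9 on chromosome X (135920383 to 135932716) had 1, 10 and 9 calls, and the unit 22882 nt from Nsg2 on chromosome 11 had 0, 4 and 7. The units 124249 nt from Ctso (2, 10 and 10 calls) and 5654 nt from Gm26897 (2, 10 and 9) were activity-induced. Those 383801 nt from Ccnh (1, 9 and 7), 2782 nt from Txn2 (0, 5 and 4) and 49862 nt from Kazn (3, 15 and 12) were not, and each gene is the nearest protein-coding one. These 10 were named by size and not by a test.

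Of the 1226 units, 776 (63.3%, 95% interval 60.6 to 65.9) held a call in the control, 977 (79.7%, 77.3 to 81.8) in KCl replicate 1 and 1039 (84.7%, 82.6 to 86.7) in KCl replicate 2. Moved units held a call in 312, 406 and 400 cases on average. Within 200 nt of the 5′ end the numbers were 498, 682 and 776, against 88.9, 148 and 152 at moved ends. Both KCl replicates and the control called 671 units, both KCl replicates but not the control 244, the control alone 18 and no library 107.

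Activity-induced units gained calls more often than the others. Of the 253 induced units 102 (40.3%) were called in both KCl replicates and not in the control, against 142 of 973 other units (14.6%), an odds ratio of 3.95 (Fisher's exact test, p = 9.57e-18). With the KCl lists thinned to the number of control calls, these were 64 (25.3%) and 77 (7.9%) units, an odds ratio of 3.94. Thinning dropped calls at random, which need not imitate a library of lower depth, so it does not settle the effect of depth. Among units with no control call the odds ratio over width quartiles was 2.20 (1.43 to 3.40), and in the narrowest quartile 20.5% of induced and 29.7% of other units were called. Induced units held 172 calls in the control and 624 and 579 in KCl, and other units 2702 in the control and 4234 and 4655 in KCl. The mean log2 ratio was 0.23 ± 0.30 (SD, n = 217 units with a call) at induced units and -0.03 ± 0.31 (SD, n = 902) at the others, a difference of 0.26 (0.21 to 0.30; permutation test, p = 1e-05, the smallest that 100000 resamples give). Units and not libraries are the observations here, and units near each other are not independent.

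**Figure D3:**
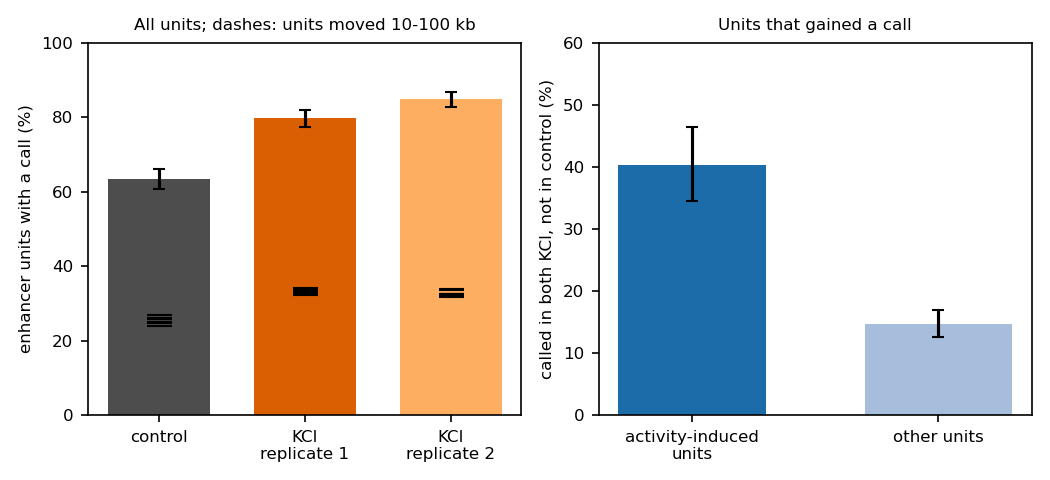
Share of the 1226 enhancer units with a call in each library (bars, 95% Wilson intervals; dashes, the same units moved by 10 to 100 kb), and share of induced and other units called in both KCl replicates and not in the control. Units are called more often than moved units in all 3 libraries, and 40.3% of induced units gained a call against 14.6% of the others. With KCl lists thinned at random to the number of control calls these shares were 25.3% and 7.9%.

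At the Fos locus (chromosome 12, 85430000 to 85500000) the control had 7 calls and the KCl replicates 55 and 51. Upstream of Fos, beyond 500 nt from its start, lay 3 control calls and 23 and 21 KCl calls, and downstream, beyond 500 nt from its end, 0 control calls and 16 and 13 KCl calls. The eRNA start of Fos enhancer e1 (85436393) had a call at 0 nt in both KCl replicates, and the nearest control call on the same strand lay 19200 nt away. The start of enhancer e2 (85455592) had a KCl call at 0 nt in both replicates and a control call at 1 nt. The minus-strand starts of enhancer e5 (85485987 and 85485871) had a KCl call within 2 nt and 118 nt. The nearest control calls on the same strand lay 30218 and 30102 nt away, with a plus-strand control call nearer, at 85476592. The locus was chosen for the map after its values were seen.

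**Figure D4:**
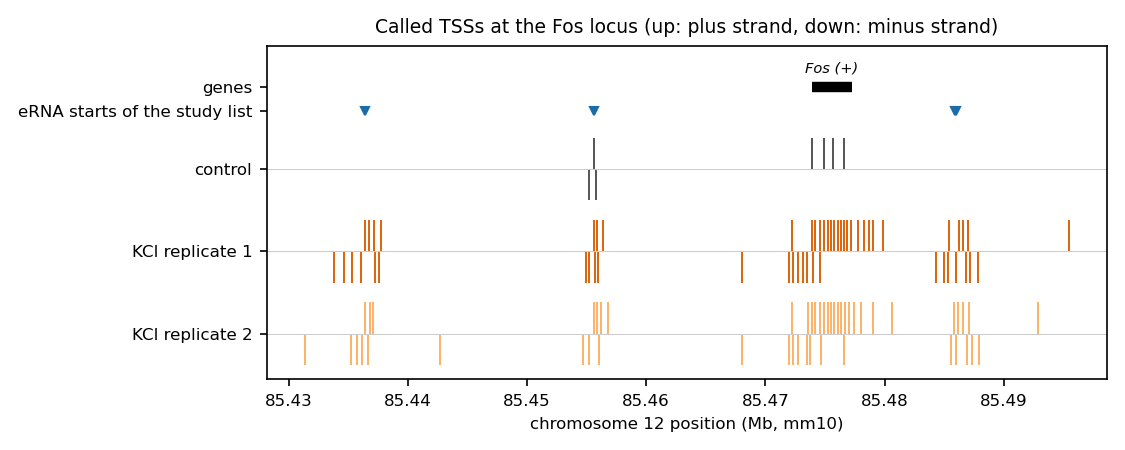
Called TSSs at the Fos locus on chromosome 12 (mm10 position in Mb), 1 tick per call, plus strand up and minus strand down, with the eRNA starts of the study (triangles). The 3 enhancers flanking Fos hold calls in both KCl replicates, and of these only e2 holds calls in the control.

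Starts listed for other immediate early gene enhancers had different histories in the control. The Arc eRNA start (chromosome 15, 74679213, minus strand) was called at 0 nt in both KCl replicates, with the nearest same-strand control call 6643 nt away. The Gadd45b start was called within 1 nt in KCl, with the nearest same-strand control call at 8151 nt. Both Nr4a1 starts (101246858 and 101246579 on chromosome 15) were called at 0 nt in all 3 libraries. The Fosb start lay 2 nt from a call in each KCl replicate and 24 nt from a control call. The Junb starts lay 40 and 83 nt from a control call, 1 and 42 nt from a call of KCl replicate 1, and 43 and 0 nt from a call of KCl replicate 2. Of all 39 starts, 5 were called at the exact position in the control, 20 in KCl replicate 1 and 25 in KCl replicate 2, and 20, 39 and 39 within 200 nt, against at most 8, 13 and 10 at starts moved by 10 or 20 kb. The study chose this list on the KCl libraries and mostly from units that GRO-seq found activity-induced, so neither the presence in KCl nor the absence from the control is independent evidence.

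Gene classes were compared to describe where calls fall. Annotated promoters held 5.93% of control calls (95% interval 5.87 to 5.98) and 4.06% ± 0.040 (SD, n = 2) of KCl calls, against 0.726% of random positions. Extragenic regions held 4.69% of control calls and 6.91% ± 0.016 of KCl calls, against 50.3% of random positions, and sense introns 61.4% and 66.4% ± 0.68. Sense exons held 21.2% in the control and 14.3% ± 0.83 in KCl, and antisense positions in genes 2.98% and 4.17% ± 0.14. Upstream antisense calls made up 1.37% and 1.27%, and calls near genes 2.46% and 2.89%. In numbers of calls, extragenic regions had 2.60 and 2.65 times as many in the KCl replicates as in the control, introns 1.90 and 1.95 times, and promoters 1.22 times in both. The shares were not tested between the groups. Calls on the same strand were nearly all kept apart, with percentile 1 of their gaps at 255 nt in the control and 254 and 253 nt in KCl. This spacing caps the number of calls that fit in a promoter window or a short exon. The lower promoter and exon shares in the longer KCl lists, and the promoter ratio, cannot be told apart from this cap.

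Overlap of positions was measured to ask how far the lists repeat each other. Promoter calls of KCl replicate 1 recurred in KCl replicate 2 within 10 nt in 42.1% of cases, against 0.357% after a shift of 1 kb, and control promoter calls recurred in the KCl replicates in 37.3% and 37.9%. Extragenic calls recurred between the KCl replicates in 3.96%, against 1.39% after the shift. Over all calls, 10.3% of KCl replicate 1 (1 kb shift 3.12%, opposite strand 0.35%) and 10.2% of KCl replicate 2 recurred in the other KCl list. Control calls recurred in 10.2% and 10.8%. With lists thinned at random to equal length the KCl replicates shared 5.75% with each other (1.74% after a shift of 1 kb). They shared 5.76% and 5.99% with the control (1.87% and 1.87% after the shift). At the exact nucleotide 5.24% of calls of KCl replicate 1 recurred in KCl replicate 2, against 4.44% and 5.04% of control calls in the KCl replicates.

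Annotated starts were used to measure positional precision. Of 132670 annotated starts, 9.15% had a call within 10 nt in the control and 10.3% and 10.4% in the KCl replicates, against 0.805%, 1.28% and 1.28% at positions 1 kb upstream. At the exact nucleotide the shares were 1.87%, 2.13% and 2.06%, and within 200 nt 49.3%, 56.2% and 56.0%. Positions 1 kb downstream had a call within 200 nt in 27.6%, 38.4% and 38.3%, and positions 1 kb upstream in 14.7%, 22.5% and 22.8%. In exons of protein-coding genes, calls within 10 nt of an annotated start sat on an initiator in 64.6% (63.2 to 66.1), 64.0% and 61.3% of cases, against 23.8%, 23.5% and 23.4% at the position 20 nt downstream. Exonic calls more than 1 kb from every annotated start did so in 24.6%, 25.8% and 25.6%, against 22.3%, 22.3% and 22.2% downstream. Such calls carried little initiator signal and need not mark starts of transcription. Counts per gene include them, so more calls in a gene are not shown to be more starts.

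Extragenic calls were also examined for divergent pairs, a feature of enhancers. A minus-strand call lay within 500 nt upstream of 3.36% (3.08 to 3.65) of extragenic plus-strand calls in the control, 4.46% (4.26 to 4.67) in KCl replicate 1 and 4.97% (4.76 to 5.19) in KCl replicate 2. The convergent orientation gave 2.56%, 3.89% and 4.40%, and lists moved by 2 kb gave 1.22%, 2.34% and 2.36%. The ratio of divergent to convergent pairs was 1.31 in the control and 1.15 and 1.13 in KCl.

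**Figure D5:**
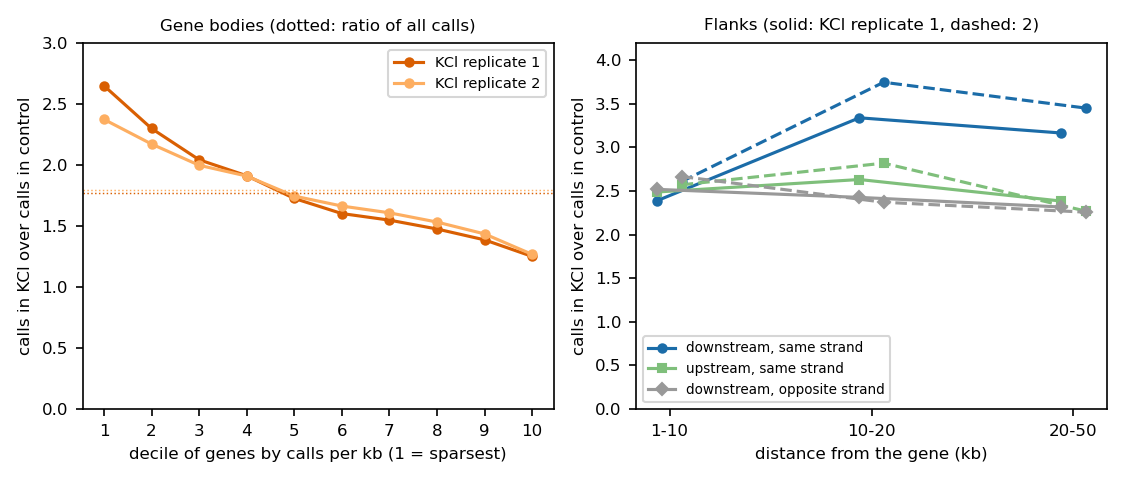
Left, calls in KCl over calls in control for genes in deciles of calls per kb, with the ratio of all calls dotted; right, the same ratio in flanks of protein-coding genes by distance. The ratio goes from 2.65 and 2.37 in the sparsest genes to 1.25 and 1.27 in the densest, and same-strand flanks 10 to 20 kb downstream reach 3.34 and 3.74.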

Values the study reported

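The study reported 129,161 extragenic TSSs in the first KCl replicate and 131,312 in the second. After selecting 1 TSS per enhancer locus it had 977 in the first and 1039 in the second, from 1226 enhancer transcription units. With a minimum number of reads per start, it reported well-defined 5′ ends at only a minority of the 1226 units. The study called 252 of the units activity-induced and selected 39 eRNAs from 33 candidates for structure probing.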

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

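The alternatives with unscaled calls, the other gene level settings and upper-quartile scaling for the lists, an offset of 0 nt for induced units and the initiator on exons were chosen after seeing the data. No paired analysis was possible because the labels pair no control with a KCl library. Read thresholds and count-based scalings could not be run because the files hold positions only, and base composition at enhancers could not be run because no genome sequence was at hand. Where no cause is given below, the cause was not tested.

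The gain of calls at activity-induced units kept its direction and stayed past the threshold in the alternatives for the definition of induced, the offset, thinning and the replicates, with odds ratios of 3.19 to 5.52, and 3.19 to 3.61 without 1 KCl replicate. Among units with no control call it was 2.20, and the narrowest quartile of units went the other way. The difference in mean log2 ratio was 0.23 to 0.28 without 1 KCl replicate. The median of immediate early genes lay 0.15 to 0.20 above the all-gene median without 1 KCl replicate and that of delayed genes 0.10 to 0.22. Against random lists not matched on level, the 2 medians (0.17 and 0.15) lay at percentiles 97.0 and 90.7 and were no longer past the threshold, and for delayed genes this held for promoter values as well (0.25, percentile 95.8) and for calls on exons only (0.0272, percentile 66.9). In a promoter window of 100 nt, where 11 immediate early and 7 delayed genes were measured, neither list stood out (percentiles 49.7 and 35.98).

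At gene level, 1270 genes were called higher and 3992 lower with at least 20 summed calls, where fewer genes were tested, and 2909 and 72 with unscaled calls. At promoter level the number called higher was 2559 with upper-quartile scaling, 801 with quantile normalization, 1779 with no filter beyond 1 summed call, 30 with at least 20 summed calls, 165 for protein-coding genes only, 3600 with unscaled calls and 127 in a window of 100 nt. The number called lower was 1272 with quantile normalization, 5831 with no filter and 442 with unscaled calls. The 3 libraries allow too few splits into 1 against 2 for a share under 0.05. Only the real split sets the shorter control list against KCl lists of like length. In the other splits the residual holds the difference in length between control and KCl, so the numbers called cannot be compared between splits. The real split called 3355 promoters and 0 genes (1979 higher and 5188 lower at an unadjusted p under 0.05 in limma), and the highest of the other splits 0 promoters and 2 genes.

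On exons only, Homer1 (-0.16), Nr4a3 (-0.50), Per1 (-0.51) and Csrnp1 (-0.15) turned to below the all-gene median. Gad1 (0.29), Gfap (0.105), Col1a2 (0.0638), Eomes (0.0734), Pgk1 (0.0242), Xbp1 (0.10), Gm10778 (0.10), Zfp873 (0.0614), Slc16a9 (0.34) and Gm10863 (0.39) turned to above it. With quantile normalization Nr4a2 (0.0712) and Cx3cr1 (0.0125) turned, and with unscaled calls Nr4a2 (0.0725), Cx3cr1 (0.13) and the neuron core median (0.105). Without KCl replicate 1, which had fewer calls at both genes than the control, Col3a1 (0.44), Col1a2 (0.64) and the vascular median (0.64) turned, and without KCl replicate 2 they were -1.88, -1.54 and -0.91. Lrrcc1 (0.0845) turned in a window of 100 nt and the histone median with promoter values (0.0831), a pseudocount of 2 (0.027), protein-coding genes only (0.0171), exons only (0.1008) and genes without a same-strand overlap (0.0066). The mitochondrial median turned on exons only (0.0242).

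The share of calls of KCl replicate 1 found in KCl replicate 2, of control calls found in KCl replicate 1 and of control calls found in KCl replicate 2 was 5.24%, 4.44% and 5.04% at 0 nt, 25.2%, 27.8% and 28.3% at 50 nt, and 62.4%, 69.3% and 70.1% at 200 nt. It was 42.1%, 37.3% and 37.9% for promoter calls, 3.96%, 4.32% and 4.68% for extragenic calls, and 5.75%, 5.76% and 5.99% for lists thinned to the shortest. A wider distance admits more pairs by construction.

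With a promoter window of 50 nt the shares of promoters, exons and introns were 3.14%, 23.0% and 62.2% in the control and 2.06%, 15.5% and 67.0% in KCl. With 500 nt they were 10.4%, 19.2% and 59.3% in the control and 7.72%, 13.0% and 64.5% in KCl. With protein-coding genes only they were 5.14%, 19.9% and 59.96% in the control and 3.43%, 13.1% and 64.8% in KCl, and extragenic shares were 8.02% and 10.6%. Extragenic shares were 7.15% and 9.80% with a gene margin of 0 kb and 3.10% and 4.77% with 5 kb. Calls found in both KCl replicates lay in promoters in 16.7%, exons in 23.0%, introns in 51.6% and extragenic regions in 2.65%.

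With at least 2 calls per unit, 399 enhancer units were called in the control, 637 in KCl replicate 1 and 685 in KCl replicate 2. Of the 39 eRNA starts, 10 had a control call within 10 nt and 20 within 200 nt, and 39 and 39 had a KCl call within 200 nt. Divergent pairs made up 1.47%, 1.98% and 2.28% within 200 nt, 4.94%, 6.69% and 7.37% within 1000 nt, and 3.71% and 4.23% in the KCl replicates with a gene margin of 5 kb. Initiator shares of calls in both KCl replicates and within 10 nt of an annotated start were 70.8% and 67.2%. Of the values not listed here for named genes and lists, 1201 kept direction and side of the threshold, 87 came to pass it and 46 no longer passed it. The number of calls is the only measure of depth, and it limits genes with few control calls most.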

Other observations

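The tests of call density and of flanks 10 to 20 kb downstream were chosen after the results were seen. Extragenic calls numbered 75896 in KCl replicate 1 and 77904 in KCl replicate 2 with RefSeq genes and a margin of 2 kb, and 126367 and 128008 with protein-coding GENCODE genes only. The counts with RefSeq genes are lower than the study reported, and those with protein-coding genes only lie close to it.

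The list of the study gave 253 units over 1.5-fold in GRO-seq at any time, 179 at 30 min and 165 over 2-fold. The Y-linked genes Ddx3y (15, 69 and 69 calls), Uty (50, 212 and 158), Kdm5d (33, 89 and 72) and Eif2s3y (15, 37 and 31) had more calls in both KCl libraries than in the control, and Xist had 56, 58 and 64. These genes were named after their values were seen.

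Genes with dense calls were lower and genes with sparse calls higher in KCl after scaling by total calls. The correlation of calls per kb with the log2 ratio was -0.47, against 0.13 for the comparison of the KCl replicates. Calls over control went from 2.65 and 2.37 times in the decile of genes with the sparsest calls to 1.25 and 1.27 times in the densest. Saturation of the lists at the minimum spacing may produce this, and it cannot be told apart from a change of transcription with KCl, because the 1 control library is also the shortest list.

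The median of immediate early genes lay above that of matched lists, with 17 of 36 genes higher and 15 lower (24 and 9 with upper-quartile scaling), and activity-induced enhancer units gained calls more often than others. Sparse calls at short genes in a smaller control list are argued against for the genes, whose median lay at percentile 99.99 of lists matched on control density and width, and at 100 without the 5 members with the largest ratio. For units, fewer control calls could have produced the gain, but among units with no control call the odds ratio over width quartiles was 2.20 (1.43 to 3.40), although the narrowest quartile went the other way (20.5% of induced and 29.7% of other units). The lower percentile with 1 KCl replicate alone was 99.99, but both replicates were set against the same control, so a response to KCl depolarization cannot be told apart from a low control at these genes. It remains a hypothesis, since the control and KCl cultures may differ in more than KCl. The tetrodotoxin pretreatment is not stated for the control. Chromosome Y held 0.0272% of control calls and 0.0466% and 0.0398% of KCl calls, a difference noticed in the data whose cause was not tested.

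Genes with no or few control calls and many KCl calls, such as Gm4869, Nek10 and Ampd1, may lie in transcripts that run on from a neighbour. Flanks 1 to 10 kb downstream had a ratio over upstream flanks of 0.960 at the lower replicate. A departure from 1 of at most 0.051 is what larger lists alone would give there. But the downstream flanks were denser, with 8450 control calls in 4228 flanks against 1391 in 4696 upstream. Denser genes had lower ratios of KCl over control, so this comparison cannot decide on read-through just past gene ends. Flanks 10 to 20 kb downstream gave 1.27 at the lower replicate (interval from 1.14). Among 507 genes with a gain, 38.9% had an active gene ending within 25 kb upstream on the same strand, at percentile 100 of matched lists (mean 30.3%). Larger lists and read-through, just past gene ends or beyond 10 kb, stay open.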
